A study of Mus musculus with 7 samples. Its data were reported in "12-Lipoxygenase inhibition delays onset of autoimmune diabetes in human gene replacement mice" (2024).

How the data were processed

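Islets were isolated from nonobese diabetic (NOD) mice in which the mouse Alox15 gene had been replaced by human ALOX12 (NOD.hALOX12). The treatment was vehicle or VLX-1005, a small-molecule inhibitor of the human lipoxygenase, at 30 mg/kg per day over 4 weeks. The study describes the mice as female and prediabetic and the dosing as oral. The labels gave 4 vehicle libraries and 3 VLX-1005 libraries, numbered within each group, and all 7 were used. According to the study's methods, islets were released with collagenase, picked by hand and left to recover overnight. Polyadenylated RNA was made into strand-specific TruSeq mRNA libraries and sequenced on an Illumina NovaSeq instrument.

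The authors deposited raw counts of reads per Ensembl gene, 1 column per library, with no normalization. The submitters' processing notes name Trimmomatic and FastQC for the reads, HTSeq for counting, DESeq2 for the comparison and mm10 as the genome build, and the study's methods add alignment with HISAT2 and counting in Galaxy. The strand setting of the counting, the release of the gene annotation and the tool versions are not given in the sources used here. The table held 48440 genes, and none of its entries was a total or a class of unassigned reads. Gene IDs were matched to GENCODE release M21 on the same genome build for symbol, biotype and position. That match gave 48058 genes a position, and 382 IDs were left without one. For each gene, bedtools 2.31.1 listed the genes whose exons overlapped its exons on the other strand. The protein-coding gene with the longest overlap was taken as the opposite gene, or the longest overlap of another kind where no protein-coding gene was there. GC content came from the gene's longest annotated transcript.

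Total counts per library ranged from 1024586 to 1430785. A gene with a count of 0 in a library could still have had up to 3 counts there, which equals 2.10 to 2.93 CPM (a count scaled to the total of its library). Such limits cover counting error only, since the reads carried no molecular identifiers. Reads from overlapping genes on opposite strands cannot be assigned with certainty, because the strand setting is unknown. Levels in the text are CPM scaled with trimmed mean of M values (TMM) factors and are given as mean ± SD.

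Groups were compared with the quasi-likelihood test of edgeR 4.0.16 in R 4.3.3, with TMM factors, the default filter on low counts (filterByExpr), robust dispersion and no covariate. The filter left 4218 genes, and 44222 were not tested. Every adjusted p of a gene is the Benjamini-Hochberg value of this two-sided edgeR test over the 4218 genes, called at 0.05, unless another test is named. Log2 fold changes are VLX-1005 against vehicle, from the edgeR fit at its default prior count, and are given ± SE. A prior count of 2 was used for log2 CPM only. Separation of the groups was measured as the mean distance between libraries of different groups minus that within groups, on log2 CPM of the 500 most variable genes. That value was tested with a one-sided exact permutation test over all 35 splits of 7 libraries into 4 and 3. Shares of counts and marker levels were tested with two-sided exact permutation tests over the same splits. The smallest p such a test can give is 0.0286. Benjamini-Hochberg adjustment was applied within each family of such tests.

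Gene lists were tested with camera (limma 3.58.1) at a preset correlation of 0.01, with Benjamini-Hochberg adjustment over the lists. The same lists were tested with camera's estimated correlation and with fry. Of 25 lists, 19 had at least 2 tested genes. For each list, the number of members passing when adjusted over the list alone is given beside the number passing over all tested genes. For 11 lists of cell types, the mean log2 CPM over detected members was computed for each library.

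The design, the tests, the 25 lists, the rule for named genes and most other settings were chosen before the data were examined. The rule named Alox15 and Alox12; the 10 called genes with the largest change in each direction, with a mean of at least 1 CPM and no overlap between groups; the same for protein-coding genes; up to 4 members of each list by smallest p; and each tested gene that the study named for islets. Of the list members under this rule, those with values in the text are a selection made after the values were seen, and the values of a few genes are not reported here. The genes CT010467.1, Gm44335, 2810430I11Rik, Gm13372, Gm12426, Gm9913, Gm29100, Apol7d, Gm26542, Gm43621, 9330175E14Rik and Pcsk2os2 lie outside the rule and were chosen after their values were seen.

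The other settings chosen beforehand were DESeq2 1.42.0, other scaling factors, other filters on low counts, the replicate number as a block, omission of each library, genes with no gene on the other strand, and the acinar marker level as a covariate. Added after the data were seen were DESeq2 without a filter, removal of a GC trend, the level of Casp9 or the share of ribosomal RNA as a covariate, genes with exons opposite those of another gene only, lists assigned by the opposite gene, and a list of matrix and mesenchymal genes drawn up by name once the called genes were seen. The gene tests were tested on simulated data drawn from the real means and depths, with 200 of 4218 genes changed in each of 10 simulations. For VLX-1005 against vehicle at this depth, edgeR recovered 52.5% of genes changed 2-fold and 90.7% of genes changed 4-fold, and 4.91% of its calls were false. DESeq2 recovered 51.3% and 88.3%, with 6.12% false. Simulated genes were drawn independently of each other, with as many raised as lowered and no factor shared within a library. These rates therefore need not hold for the real calls. Figures were drawn with matplotlib 3.10.9.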

Results

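Islet RNA was sequenced from NOD.hALOX12 mice given vehicle (4 libraries) or VLX-1005 (3 libraries) for 4 weeks. Vehicle replicates 1 to 4 held 1171904, 1307649, 1150643 and 1310331 counts, and VLX-1005 replicates 1 to 3 held 1430785, 1024586 and 1278195. Between 9862 genes (vehicle replicate 3) and 12310 genes (VLX-1005 replicate 1) had at least 1 count. No pair of libraries agreed within sampling noise, with a chi-square per degree of freedom of 5.20 to 30.4 over genes. The labels do not say that each library came from a separate animal, so the p-values measure the spread between these samples, part of which may be technical.

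Alox15, the mouse gene that the human gene replaced, had 0 counts in all 4 vehicle libraries, 1 count in VLX-1005 replicate 1 and 0 in VLX-1005 replicates 2 and 3. Alox12, the mouse counterpart of the inserted human gene, had 2, 3, 2 and 2 counts with vehicle and 0, 1 and 4 with VLX-1005. A total of 9 counts against 5 lay near the level that a count of 0 allows, so no fold change was taken for either gene. Messages that islets make in abundance also had few counts. Ins2, which encodes insulin, had 757 counts over the vehicle libraries and 448 over the VLX-1005 libraries, Gcg, which encodes glucagon, had 856 and 577, and Actb, which encodes a cytoskeletal actin, had 18 and 24. Ins1, Ins2, Gcg, Actb and Eef1a1 together made up 0.0253% to 0.0511% of the counts of a library.

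The counts lay instead on genes annotated opposite to other genes. Of the 100 genes with the most counts, 99 had exons overlapping those of a gene on the other strand, and for 96 of them that gene was protein-coding. Such an overlap was present in 8460 (17.5%) of all genes in the table, most of which had few or no counts, and in 81.0% of the genes tested, and the genes with an overlap held 95.7% to 96.3% of the counts of each library. Pcsk2os2 (mm10 chromosome 2, 143747583 to 143795965), antisense to the prohormone convertase gene Pcsk2, had 34948 ± 3766 CPM with vehicle (n = 4) and 26019 ± 7797 CPM with VLX-1005 (n = 3), a log2 fold change of −0.43 ± 0.19 (edgeR adjusted p = 0.259). Casp9 (chromosome 4, 141793612 to 141815976) encodes an apoptotic caspase, and its exons overlap those of the acinar elastase gene Cela2a by 94 bp. It had 16351 ± 9899 CPM with vehicle and 13032.5 ± 5417 CPM with VLX-1005 (log2 fold change −0.33 ± 0.58, edgeR adjusted p = 0.816). In what follows each gene is named as counted, and for tested genes with exons opposite those of another gene that gene is given.

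**Figure D1:**
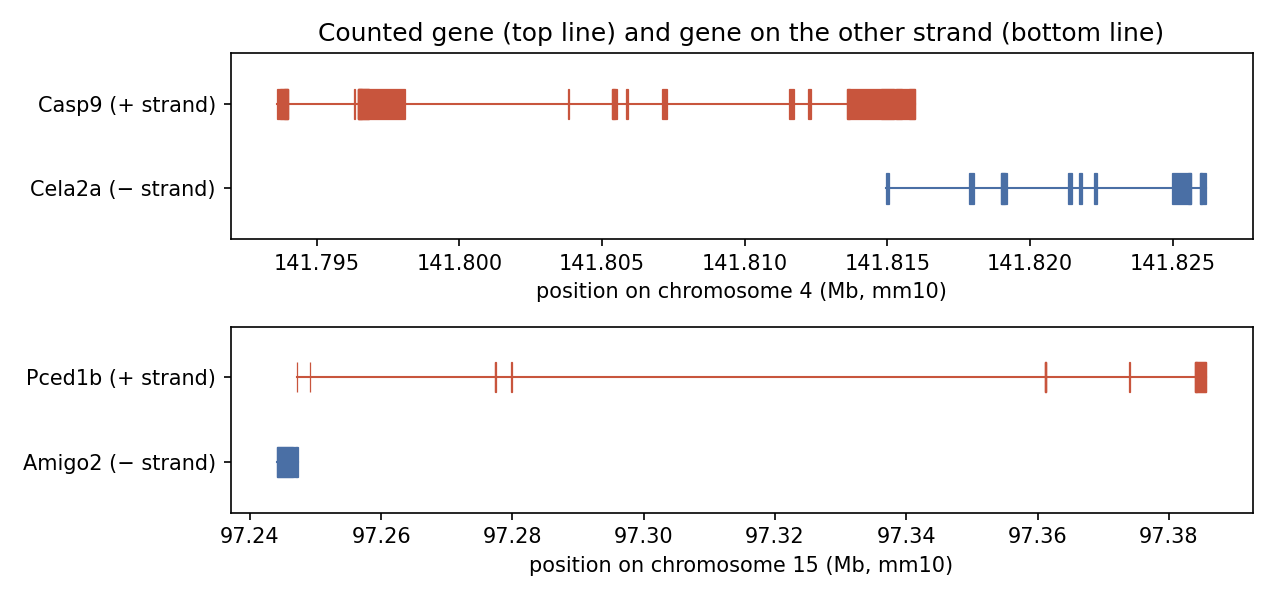
Exons (boxes) and spans (lines) of Casp9 and Cela2a on chromosome 4 and of Pced1b and Amigo2 on chromosome 15, with positions in Mb (mm10). The counted gene is the upper line of each panel, and its exons overlap those of the gene on the other strand near 1 end, by 94 bp for Casp9 and 58 bp for Pced1b.

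Long noncoding and antisense genes took 49.9% ± 0.381 of the counts with vehicle (n = 4) and 49.7% ± 0.551 with VLX-1005 (n = 3; exact permutation p = 0.571). Protein-coding genes took 44.4% ± 0.422 and 43.7% ± 0.332 (exact permutation p = 0.0857, adjusted p = 0.129). The remaining classes took 5.72% ± 0.235 with vehicle and 6.59% ± 0.468 with VLX-1005, and did not pass after adjustment (exact permutation p = 0.0286, the smallest possible; adjusted p = 0.0857). Genes annotated as ribosomal RNA took 1.97% ± 0.189 with vehicle and 2.61% ± 0.499 with VLX-1005, with all 3 VLX-1005 libraries above all 4 vehicle libraries (exact permutation p = 0.0286, adjusted p = 0.171). CT010467.1 (chromosome 17, 39846353 to 39848827, opposite Gm42418) was the ribosomal RNA gene with the most counts, and its log2 fold change was 0.36 ± 0.13 (edgeR adjusted p = 0.193). It had a mean of 27570 counts per library, nearly all of the counts of this class. The ribosomal RNA share here and below is therefore in effect the share of this gene.

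The main comparison asked how VLX-1005 altered islet gene expression. The largest changes were increases. Gm43474 (chromosome 5, 127616992 to 127617765), a transcript of unknown status opposite the endolysosomal peptide transporter gene Slc15a4, rose from 2.81 ± 1.30 CPM (n = 4) to 56.8 ± 40.6 CPM (n = 3), a log2 fold change of 4.25 ± 0.60 (edgeR adjusted p = 0.00949). Pced1b (ENSMUSG00000044250.7, chromosome 15, 97247107 to 97385680), a protein-coding gene opposite the adhesion molecule gene Amigo2, rose from 1.79 ± 1.41 to 34.3 ± 14.5 CPM, by 4.15 ± 0.52 (edgeR adjusted p = 0.00588). Gm2453 (chromosome 1, 167285068 to 167289856), a lincRNA opposite the uridine-cytidine kinase gene Uck2, rose by 3.62 ± 0.70. Runx2os1 (chromosome 17, 44735845 to 44737612), opposite the osteoblast transcription factor gene Runx2, rose by 2.99 ± 0.55. Gm45472 (chromosome 8, 92853653 to 92856334), opposite the phospholipid acyltransferase gene Lpcat2, rose by 2.99 ± 0.69. Gm31105, opposite the signalling adaptor gene Gab1, rose by 2.86 ± 0.67, Gm11973, opposite Purb, by 2.84 ± 0.51, and Gm42596, opposite Fbrsl1, by 2.67 ± 0.52. The edgeR adjusted p of these 6 genes lay between 0.0188 (Runx2os1) and 0.0463 (Gm31105). The vehicle means of Pced1b, Runx2os1, Gm45472 and Gm31105 lay at or below the 3 counts that a count of 0 allows, so the size of these folds rests on few counts.

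Among protein-coding genes as counted, Fars2 (chromosome 13, 36117412 to 36726280) encodes a mitochondrial tRNA synthetase and lies opposite the neuritin gene Nrn1. It rose from 9.30 ± 1.74 to 58.8 ± 27.9 CPM, by 2.65 ± 0.37 (edgeR adjusted p = 0.00588). Mgme1, a mitochondrial exonuclease gene opposite the sorting nexin gene Snx5, rose by 2.33 ± 0.38, and Prcd, opposite the cytoglobin gene Cygb, rose from 15.8 ± 1.49 to 65.6 ± 22.7 CPM, by 2.04 ± 0.28. Gm10518, opposite the nuclear pore assembly gene Ahctf1, rose by 2.21 ± 0.35. A further 5 had no annotated exon on the other strand. With the strand setting unknown, this does not show that their counts came from their own messages. Ins2 and Gcg, which had few counts, had no such exon either. Itgb1 (chromosome 8, 128685654 to 128733200), which encodes an integrin beta chain, rose from 8.56 ± 1.19 to 56.4 ± 40.1 CPM, by 2.69 ± 0.52. Marcks and Basp1, which encode membrane-bound substrates of protein kinase C, rose by 2.60 ± 0.56 and 2.29 ± 0.41. Pip5k1c, a phosphoinositide kinase gene, rose by 2.02 ± 0.36, and Ino80, the ATPase of a chromatin remodelling complex, by 1.96 ± 0.45. The edgeR adjusted p of Mgme1, Prcd, Gm10518 and these 5 genes lay between 0.00588 (Prcd) and 0.0407 (Ino80). The single gene that fell was Gm15265 (ENSMUSG00000086288.1, chromosome 3, 94998800 to 95004869), antisense to the phosphatidylinositol kinase gene Pi4kb, from 412 ± 19.96 to 294 ± 18.8 CPM (log2 fold change −0.49 ± 0.11, edgeR adjusted p = 0.0463). With any 1 library left out, Gm43474, Pced1b, Fars2 and Prcd were still called, whereas Gm15265 was called only without VLX-1005 replicate 3; none of these 5 was called with the share of ribosomal RNA as a covariate, where their log2 fold changes were 2.68 (Gm43474), 3.51 (Pced1b), 1.63 (Fars2), 1.66 (Prcd) and −0.38 (Gm15265). Over 20 other settings Ino80 lost its call in 11, Itgb1 (log2 fold change 1.08 to 3.13), Gm45472 and Gm31105 in 10, Gm2453 and Gm42596 in 9, Marcks and Basp1 in 8, Runx2os1 in 7, and Gm11973, Mgme1 and Gm10518 in 5, as did Pip5k1c in 7 of 19. The log2 fold change ran from 1.67 to 4.07 for Gm2453, 1.30 to 3.22 for Gm11973 and 1.12 to 2.96 for Marcks. It ran from 1.16 to 2.64 for Mgme1 and 1.14 to 2.51 for Gm10518. For the rest of these genes except Itgb1 it stayed at or above 1.23 (Pip5k1c).

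**Figure D2:**
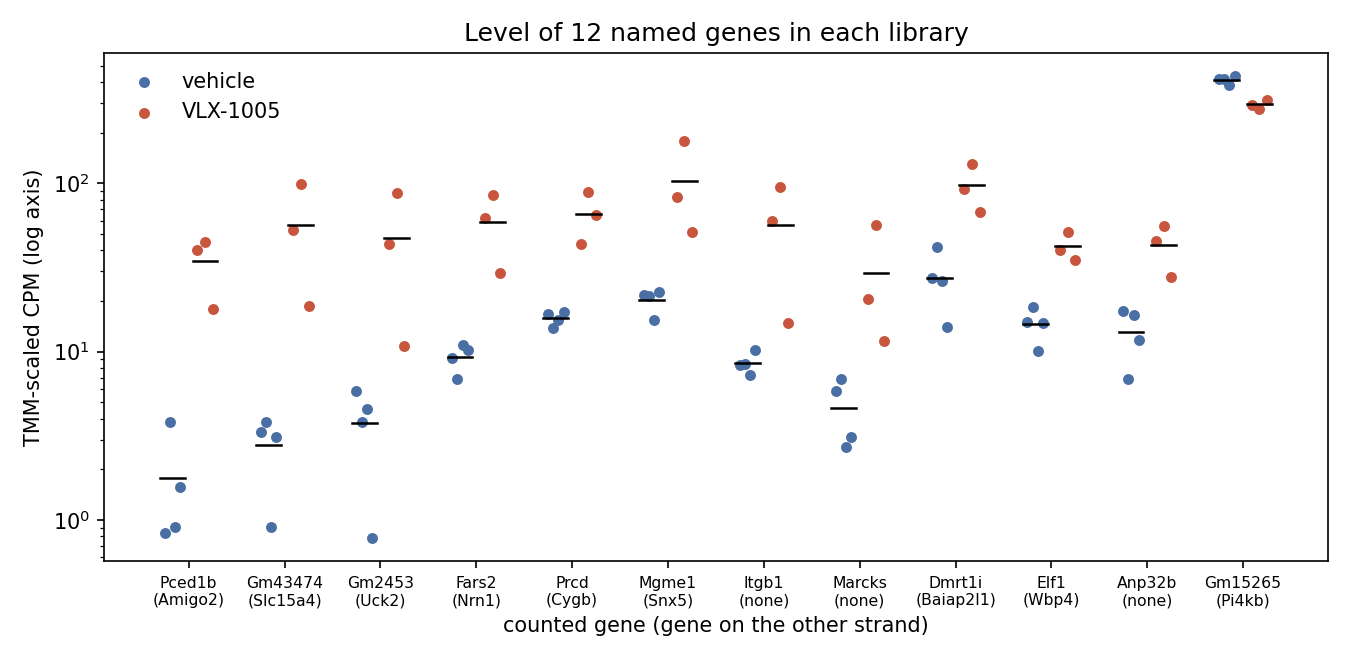
TMM-scaled CPM on a log axis for 12 named genes in each vehicle library (blue) and VLX-1005 library (red), with the mean of each group as a bar and the opposite gene in parentheses. The VLX-1005 libraries lie above the vehicle libraries for all but Gm15265, where they lie below, and VLX-1005 replicate 3 is the lowest of its group for most of the genes that rose.

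Of 4218 genes tested, edgeR called 100 at a Benjamini-Hochberg adjusted p below 0.05, with 99 higher and 1 lower with VLX-1005. The called genes had a median log2 fold change of 1.62, and 81 changed over 2-fold, all higher. At an unadjusted p below 0.05 the test gave 759 genes, of which 290 changed over 2-fold (261 higher and 29 lower). The groups did not overlap for 744 genes (17.6%, where chance gives 5.71%), among them all 100 called genes. By biotype, 40 of the called genes were antisense, 31 protein-coding, 10 of the class that awaits experimental proof (TEC), 3 lincRNA and 16 of other kinds. Exons opposite those of another gene were present in 90 of the 100 called genes and in 81.0% of those tested (Fisher's exact p = 0.0196, two-sided). The share of ribosomal RNA counts was higher in the same libraries (2.55%, 3.14% and 2.15% in VLX-1005 replicates 1 to 3, against 1.69% to 2.11% with vehicle). The count of 100 was 199 with DESeq2, 263 without the filter on low counts, 164 with a filter at 1 CPM, 8 among genes with no gene on the other strand, 54 with the level of Casp9 as a covariate, and 0 with the share of ribosomal RNA as a covariate (260 genes at an unadjusted p below 0.05 in edgeR). It was 14, 23, 16 and 18 without vehicle replicates 1, 2, 3 and 4 in turn, 29 without VLX-1005 replicate 2 and 203 without VLX-1005 replicate 3, while that of 81 ranged from 14 to 163 and that of 290 was 182 without VLX-1005 replicate 2.

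**Figure D3:**
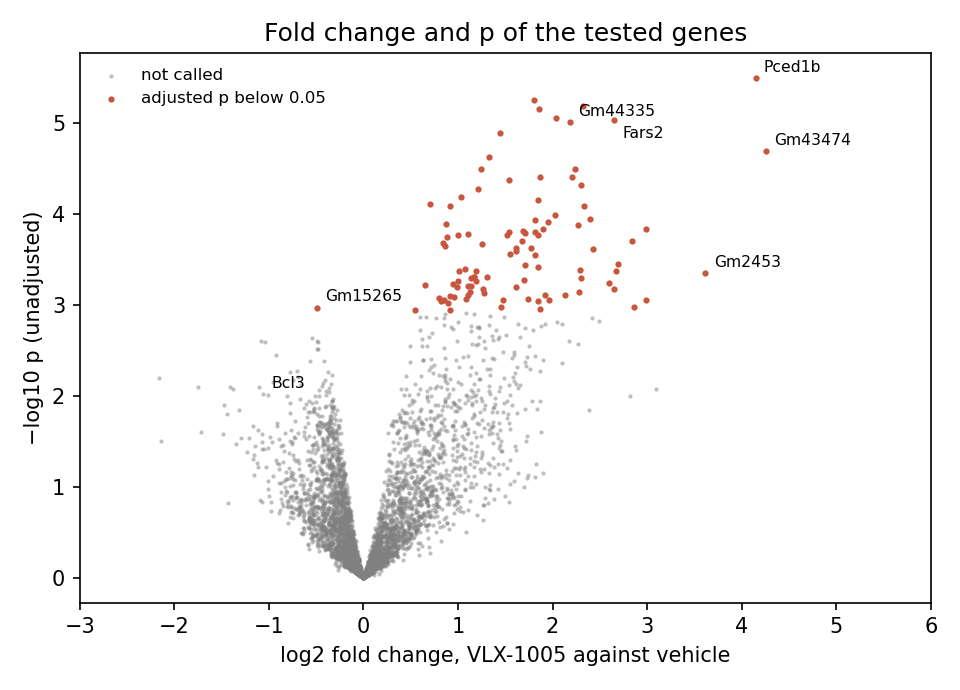
Log2 fold change of VLX-1005 against vehicle (x axis) and −log10 of the unadjusted edgeR p (y axis) for the 4218 genes tested, with the 100 called genes in red. Of the called genes 99 lie to the right of 0, and Gm15265 lies to the left.

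The study named 15 genes for islets from these samples, of which 10 could be tested. As the list was chosen on these samples, it is not independent evidence of its own direction. Dmrt1i (chromosome 5, 144357923 to 144361048, opposite Baiap2l1) rose by 1.81 ± 0.32 (edgeR adjusted p = 0.0188). Elf1 (chromosome 14, 79481194 to 79582494), an ETS transcription factor gene opposite Wbp4, rose by 1.51 ± 0.28 (edgeR adjusted p = 0.0188). Anp32b (chromosome 4, 46450902 to 46472657), a histone chaperone gene, rose by 1.71 ± 0.35 (edgeR adjusted p = 0.0297). None of these 3 was called without vehicle replicate 1, 3 or 4, without VLX-1005 replicate 2, or with the share of ribosomal RNA as a covariate, and over 20 other settings Dmrt1i lost its call in 5, Elf1 in 7 and Anp32b in 9. Their log2 fold changes stayed positive in all of these, at 1.30 to 1.66 (Elf1), 1.47 to 2.10 (Dmrt1i) and 0.95 to 1.93 (Anp32b). The other 7 did not pass, and their edgeR adjusted p lay between 0.0597 (Lmo1) and 0.212 (Glp2r). Lmo1, a transcriptional cofactor gene, had a log2 fold change of 1.22 ± 0.31, and Glp2r, a peptide hormone receptor gene opposite Gas7, one of 1.19 ± 0.48. Values were negative for Bcl3 (−1.06 ± 0.35, opposite Gm16175), a regulator of NF-kappaB, the prostacyclin synthase gene Ptgis (−0.48 ± 0.19, opposite 1110018N20Rik), Commd1 (−0.47 ± 0.19, opposite Zrsr1), Lrrc14 (−0.40 ± 0.12, opposite Lrrc24) and Foxp3 (−0.36 ± 0.14). Foxp3 marks regulatory T cells, and its exons overlap those of Ccdc22 by 590 bp. It had 293 ± 33.6 CPM with vehicle and 227 ± 29.9 CPM with VLX-1005. When adjusted over the list alone all 10 passed in edgeR, against 3 over all genes. The 5 genes left out by the filter had 12 counts over the vehicle libraries and 0 over the VLX-1005 libraries (Skp1a), 13 and 0 (Itfg2), 37 and 5 (Trim75), 10 and 0 (Rnase1), and 20 and 1 (Gpr89, with 18 of them in vehicle replicate 3). Of the 5 genes higher and 5 lower, camera gave adjusted p = 0.761, and fry, which does not compare a list with other genes, gave adjusted p = 0.0354.

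Genes of the endocrine islet did not pass as groups. Lists and marker levels here and in the paragraphs on immune, stress and other cell type genes rest on genes as counted. If reads were counted on the other strand, these tests could not show a change in the messages of those genes. Of 11 tested genes of beta cell identity and insulin secretion, 9 had lower and 2 had higher values, none passed in edgeR, and the list had a median log2 fold change of −0.21 (camera adjusted p = 0.461). Ins2 had a log2 fold change of −0.41 ± 0.21 (edgeR adjusted p = 0.325), and Chgb, a secretory granule protein gene, one of 0.47 ± 0.20 (edgeR adjusted p = 0.233). All 3 tested genes of alpha, delta and PP cells had lower values (camera adjusted p = 0.761), including Gcg at −0.26 ± 0.28. Of 5 G protein-coupled receptor genes 3 were higher (camera adjusted p = 0.761), and the serotonin receptor gene Htr2b, opposite Psmd1, had a log2 fold change of 1.38 ± 0.48 (edgeR adjusted p = 0.169). The 2 tested acinar genes went in opposite directions (camera adjusted p = 0.962), and of 3 duct genes 1 was higher and 2 lower (camera adjusted p = 0.962).

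Immune and inflammatory lists did not pass either. NF-kappaB signalling and targets had 5 of 6 tested genes lower, with Bcl3 and Commd1 first by p (median log2 fold change −0.36, camera p = 0.0239, adjusted p = 0.454, p = 0.0684 with an estimated correlation). The lipoxygenase and eicosanoid pathway had all 3 tested genes lower, with Ptgis first (median −0.45, camera p = 0.0481, adjusted p = 0.457, p = 0.102 with an estimated correlation). Bcl3, Commd1 and Ptgis were also chosen by the study on these samples. Of 7 interferon response genes 4 were higher (camera adjusted p = 0.761, lower in the test), with a median of 0.11 and a mean of −0.08. Oas2, an antiviral synthetase gene, had a log2 fold change of −0.84 ± 0.37 (edgeR adjusted p = 0.249). Of 7 antigen processing and presentation genes 5 were higher (camera adjusted p = 0.761), with the peptide transporter gene Tap1, opposite Psmb9, at 0.92 ± 0.56 (edgeR adjusted p = 0.425). The Tap1 value ran from −0.73 to 1.30 over 20 other settings, so its direction was not stable. The 2 tested regulatory T cell and checkpoint genes, Foxp3 and Tnfrsf18 (opposite Gm16008), went in opposite directions (camera adjusted p = 0.761).

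Among genes of stress, survival and growth, 2 of 7 antioxidant enzyme genes were higher (camera adjusted p = 0.962, lower in the test, median −0.05 and mean 0.09). None passed over all genes in edgeR, and 1 passed when adjusted over the list alone. Of 5 genes of the unfolded protein response 3 were higher (camera adjusted p = 0.962). Ddit3, which encodes the stress factor CHOP and lies opposite Mars, had a log2 fold change of −0.51 ± 0.17 (edgeR adjusted p = 0.152), and Hsp90b1, a chaperone gene opposite 1810014B01Rik, one of 0.74 ± 0.31 (edgeR adjusted p = 0.234). Of 10 DNA replication and cell cycle genes 7 were lower (camera adjusted p = 0.761), including Cdk4, opposite Tspan31, at −0.31 ± 0.13 (edgeR adjusted p = 0.220). Of 5 apoptosis and DNA damage genes 4 were lower (camera adjusted p = 0.761). Of 3 immediate early genes 2 were higher (camera adjusted p = 0.761), with Jund, opposite Gm11175, at 1.27 ± 0.36 (edgeR adjusted p = 0.0962), the 1 gene to pass when adjusted over the list alone. RNA splicing genes (8 of 14 higher, camera adjusted p = 0.962), abundant housekeeping messages (3 of 6 higher, camera adjusted p = 0.962, median −0.01 and mean 0.09) and mitochondrially encoded messages (3 of 6 higher, camera adjusted p = 0.962, median −0.04 and mean 0.11) did not pass. Apart from the antioxidant, immediate early and study-named lists, no list had a member that passed when adjusted over the list alone. Of the 19 lists, 0 passed camera at an adjusted p below 0.05 (lowest adjusted p = 0.454, 2 lists at an unadjusted p below 0.05, and 0 with an estimated correlation), whereas fry passed 1, the study-named list.

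Markers of other cell types were compared as a level per library. B cell markers averaged 1.29 ± 0.05 log2 CPM with vehicle (n = 4) and 1.55 ± 0.20 with VLX-1005 (n = 3), macrophage and dendritic cell markers 1.42 ± 0.09 and 1.65 ± 0.22, and stromal and stellate cell markers 1.10 ± 0.10 and 1.46 ± 0.12. For each of these 3 lists every VLX-1005 library lay above every vehicle library, but none passed after adjustment over the 11 lists (exact permutation p = 0.0286, the smallest possible; adjusted p = 0.105). For macrophage and dendritic cell markers the groups overlapped when only library size was scaled (exact permutation p = 0.0571). These levels rest on 131, 2537 and 89 counts over all 7 libraries, and those of B cell and stromal markers lie near the lowest level that could be measured. Of the 2537 macrophage and dendritic cell counts 2370 were of Csf1r, opposite Hmgxb3. Its log2 fold change was 0.09 ± 0.13 (edgeR adjusted p = 0.776). The level weighs all 20 detected members alike, so its difference came mostly from the other members. On average these also lie near the lowest level that could be measured. T cell markers differed by 0.06 (exact permutation p = 0.371), cytotoxic and NK cell markers by 0.16 (exact permutation p = 0.457), and regulatory T cell and checkpoint markers by 0.22 (exact permutation p = 0.229), each higher with VLX-1005. Endothelial markers differed by −0.02 (exact permutation p = 0.857), acinar markers by −0.13 (exact permutation p = 0.629), duct markers by 0.07 (exact permutation p = 0.457), beta cell markers by −0.14 (exact permutation p = 0.514), and alpha, delta and PP cell markers by 0.01 (exact permutation p = 0.943). Adgre1, which marks macrophages, had 0 counts in every library, and Cd3e, which marks T cells, had 2 counts in vehicle replicate 1 and 0 elsewhere.

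The libraries separated by treatment. On the 500 most variable genes, distances between libraries of different groups exceeded those within groups by 7.55, which was the largest value of all 35 splits (exact permutation p = 0.0286, one-sided, the smallest possible). The first principal component held 56.9% of the variance and placed the 4 vehicle libraries between −26.9 (replicate 3) and −4.15 (replicate 4) and the VLX-1005 libraries at 10.4, 28.5 and 5.93. The 100 called genes, which were chosen for their difference, lay a median of 1.35, 1.89 and 0.93 log2 units above the vehicle mean in VLX-1005 replicates 1, 2 and 3.

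**Figure D4:**
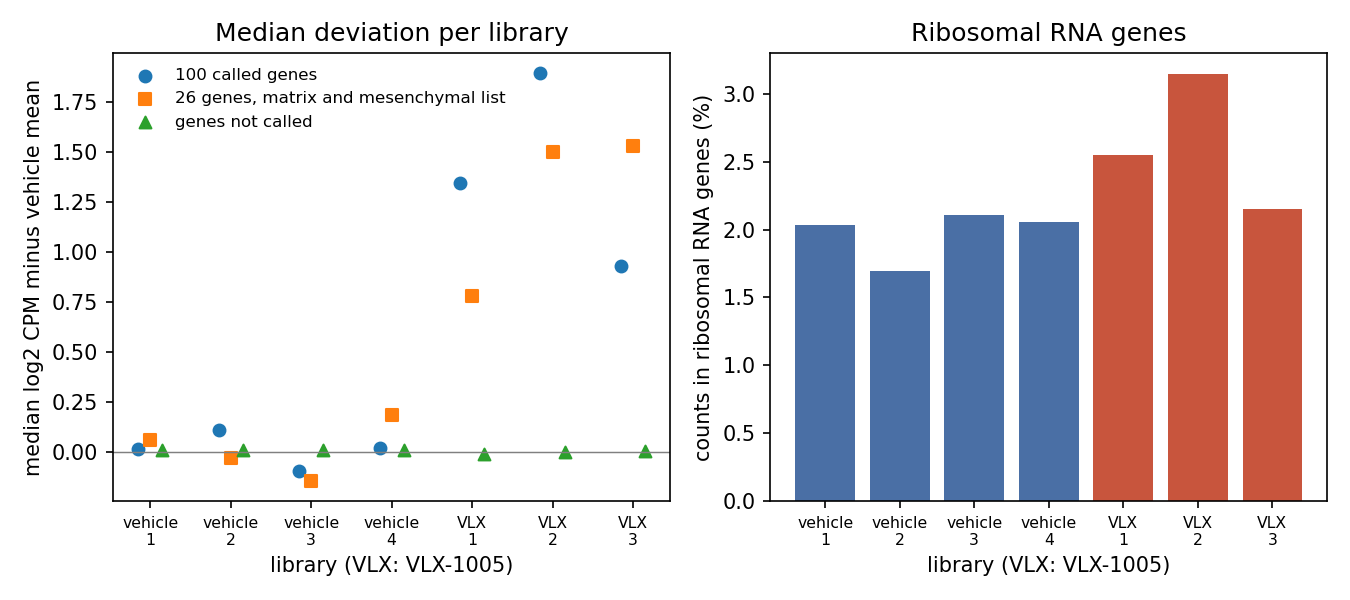
Left, the median deviation from the vehicle mean (log2 CPM) in each library for the 100 called genes, for 26 genes opposite matrix, growth factor and mesenchymal genes (a list chosen after the values were seen) and for the genes not called; right, the share of counts in ribosomal RNA genes (%) in each library, vehicle in blue and VLX-1005 in red. The called genes are highest in VLX-1005 replicate 2 (1.89), which also has the largest ribosomal RNA share (3.14%), whereas the group of 26 is highest in VLX-1005 replicate 3 (1.53).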

Values the study reported

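The study reported 189 differentially expressed islet genes at a false discovery rate below 0.05 and a fold change above 2. At a P value below 0.05 and a fold change above 2, it reported 709 genes.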

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

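Each value compared over the 4 vehicle libraries was examined for 1 library far from the other 3, by the gap to its nearest neighbour as a share of the whole range. Of 76 values, 7 had a share above the 95% critical value of Dixon's test, and chance gives about 1 in 20. No explanation was tested for them. Vehicle replicate 3 stood apart in 6. It had 9862 genes with a count, where the next library had 11295 (gap share 0.906), and 49.3% of its counts on long noncoding and antisense genes, where the next had 50.0% (0.830). Commd1, opposite Zrsr1, stood at 309 CPM in that library against at most 210 CPM in the others (0.838), and Foxp3, opposite Ccdc22, at 343 CPM against at most 281 CPM (0.859). Mgme1, opposite Snx5, stood at 15.5 CPM where the next library had 21.5 CPM (0.841), and Lmo1 at 8.20 CPM where the next had 17.7 CPM (0.937). In vehicle replicate 2, ribosomal RNA genes took 1.69% of counts, where the next library had 2.04% (0.830). Without vehicle replicate 3 edgeR called 16 genes, and without vehicle replicate 2 it called 23, against 100 with all libraries.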

How the results depend on the processing

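DESeq2 without a filter, both GC corrections, the Casp9 and ribosomal RNA covariates, restriction to genes with opposite exons, lists assigned by opposite gene, and the matrix list were chosen after the data were seen; the others were planned. The 3 counts are given as genes at adjusted p below 0.05, those also over 2-fold, and genes at unadjusted p below 0.05 and over 2-fold; with edgeR and all libraries they were 100, 81 and 290. DESeq2 gave 199 and 148, and 179 and 131 without a filter. Without a filter edgeR gave 263, 184 and 932, and at 1 CPM in 3 libraries 164, 122 and 588, where more genes were tested. Genes with no gene on the other strand, of which fewer were tested, gave 8, 8 and 46. The Casp9 covariate gave 54 and 47, and the ribosomal RNA covariate 0, 0 and 143 (edgeR, 260 at unadjusted p below 0.05). Where no cause is named, the cause was not tested. With 1 library left out, and so fewer libraries, the counts ranged from 14 to 203, from 14 to 163 and from 182 to 412. The replicate number as a block gave 19 and 18. Deviations of libraries with the same number had correlations of −0.03, −0.02 and 0.09, within the range of other pairs (−0.11 to 0.11). These values give no sign that the numbers pair the samples, but so few pairs cannot exclude it. The other scalings, the acinar covariate, both GC corrections and the restriction to opposite exons left each count within 1.5 times. No list passed camera under any scaling, filter, covariate or omission (0 in each); fry passed 1, and lists assigned by opposite gene passed 2, but with an estimated correlation (p = 0.310 and 0.0837) or fry neither did; the pass of the matrix list (1 of 1) is no evidence, as the list was drawn up after the called genes were seen. DESeq2 does not apply to the list tests and was not run there. The separation had an exact permutation p of 0.0286 in all 6 settings. Of 52 named genes no called one reversed under any setting; the ribosomal RNA covariate ended 28 calls, the block 20, and omission of a library between 1 and 21. Depth limits genes near 3 counts per library.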

Other observations

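The lists assigned by the opposite gene, the matrix list, and the tests of GC content and of VLX-1005 replicate 2 alone were chosen after the result was seen.

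Of the 99 genes called higher, 11 lay opposite genes of a list drawn up by name stem, which held matrix genes and also Runx2, Twist2 and Pdgfa. Of 26 tested genes opposite a collagen, fibrillin, fibronectin, matrix protease or related growth factor or mesenchymal gene, 24 had higher values, 18 at an unadjusted p below 0.05, and 11 passed over all genes (edgeR, Benjamini-Hochberg). 2810430I11Rik (chromosome 2, 27882925 to 27887052) and Gm13372, both opposite the collagen gene Col5a1, rose by 2.33 ± 0.31 and 1.62 ± 0.30. Gm12426, opposite Col15a1, rose by 1.87 ± 0.30, Gm9913, opposite the fibrillin gene Fbn1, by 1.85 ± 0.35, Apol7d, opposite the fibronectin gene Fn1, by 2.13 ± 0.43, and Gm29100, opposite the mesenchymal transcription factor gene Twist2, by 2.42 ± 0.47. Over 20 other settings Apol7d lost its call in 11, Gm13372 and Gm9913 in 7, Gm29100 in 5, Gm12426 in 3 and 2810430I11Rik in 2. Their log2 fold changes stayed positive, at 1.86 to 2.68 (Apol7d), 1.10 to 2.15 (Gm13372) and 1.44 to 2.16 (Gm9913). Those of the others were 2.15 to 3.00 (Gm29100), 1.68 to 2.15 (Gm12426) and 2.09 to 2.57 (2810430I11Rik). The list had a median log2 fold change of 1.27, but it was drawn up after these genes had been seen, so a test of it would restate what prompted it. The group lay 0.78, 1.499 and 1.53 log2 units above the vehicle mean in VLX-1005 replicates 1, 2 and 3. The ribosomal RNA share was higher in the same libraries, and with that share as a covariate edgeR called 0 genes. The stromal and stellate marker level as counted was also higher in them (mean 1.46 against 1.10 log2 CPM with vehicle), but did not pass after adjustment. Taken from the opposite gene, as this list was, the stromal level was 1.77 with VLX-1005 and 1.25 with vehicle (exact permutation p = 0.286). There VLX-1005 replicate 1 (0.94) lay within the range of the vehicle libraries (0.69 to 1.62).

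With lists assigned by the opposite gene, 2 of 18 passed camera and 0 passed with an estimated correlation. All 10 genes opposite antigen processing and presentation genes had higher values (median log2 fold change 0.79, camera p = 0.00295, adjusted p = 0.0342, p = 0.310 with an estimated correlation). They were led by 9330175E14Rik, opposite the class I transactivator gene Nlrc5, at 1.87 ± 0.72 (edgeR adjusted p = 0.202). Over 17 other settings that value ran from 0.34 to 2.25. Tap1 and Psmb9 lie opposite each other and belong to this list as counted too. Of 6 genes opposite apoptosis and DNA damage genes 5 had higher values (camera p = 0.00380, adjusted p = 0.0342, p = 0.0837 with an estimated correlation), and Gm44335 (chromosome 9, 44334965 to 44335105), opposite the DNA damage histone gene H2afx, rose by 2.18 ± 0.29 (edgeR adjusted p = 0.00588); 4 passed when adjusted over the list alone and 1 over all genes. All 3 genes opposite lipoxygenase and eicosanoid genes had higher values (camera adjusted p = 0.123), including Gm26542, opposite the leukotriene synthase gene Ltc4s, at 1.71 ± 0.49 (edgeR adjusted p = 0.0992), and Gm43621, opposite the cyclooxygenase gene Ptgs1, at 1.04 ± 0.41 (edgeR adjusted p = 0.208). Over 20 other settings Gm26542 ran from 1.34 to 1.97 and Gm43621 from 0.03 to 1.32. Marker levels taken from the genes opposite the markers differed by 0.93 for B cells (exact permutation p = 0.114), 0.95 for regulatory T cells and checkpoints (exact permutation p = 0.114), 0.65 for T cells (exact permutation p = 0.229), 0.40 for endothelial cells (exact permutation p = 0.0286), 0.52 for stromal cells (exact permutation p = 0.286) and 0.80 for alpha, delta and PP cells (exact permutation p = 0.171). They differed by 0.34 for macrophages and dendritic cells, 0.08 for cytotoxic and NK cells, 0.42 for duct cells, 0.08 for acinar cells and −0.16 for beta cells, and none of the 11 lists passed after adjustment. The macrophage and the cytotoxic level each rested on 1 gene with 4 counts over all 7 libraries. The duct level rested on 1 gene with 84 counts, the stromal on 2 with 25 and the endothelial on 3 with 121. These differences therefore rest on few counts. As counted, all 3 eicosanoid genes and 4 of 5 apoptosis genes had lower values. Median, mean and test differed in sign for genes opposite T cell genes (0.72, 0.72 and lower), acinar genes (−0.04, −0.04 and higher) and study-named genes (−0.07, 0.15 and lower).

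The low counts of abundant islet messages are a first pattern. A candidate explanation is that reads were counted on the strand opposite to the transcripts, which a strand-specific kit allows when the counting is set the other way. The prediction, written before the counts were seen, was that Ins1, Ins2, Gcg, Actb and Eef1a1 would hold under 1% of each library (at least 5% otherwise), and that the most counted genes would overlap genes on the other strand more often than other genes do; a part on entries naming no gene could not be tested. The 5 messages held at most 0.0511%, which largely restates the pattern, while 99 of the 100 most counted genes had exons opposite those of another gene, against 17.5% of all genes in the table and 81.0% of those tested, and both values fit the explanation. If so, the value of a gene such as Foxp3 or Casp9 may come from Ccdc22 or Cela2a, and which strand each read came from cannot be seen in a table of counts.

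The direction of the 100 called genes, 99 of them higher, is a second pattern. Chance is argued against for each count but not excluded: of 35 splits of the libraries only 1, the real one, gave as many genes. The counts were 100, 81 and 290 genes against at most 1, 1 and 214 in any other split. The 3 counts share genes, and an exact permutation p over 35 splits cannot fall below 0.0286. A trend on the GC content of the gene as counted is argued against. With each library's trend on it removed, 71 of the 100 genes were still called, and the median log2 fold change of the 100 went from 1.62 to 1.42. With the GC content of the opposite gene 76 were still called. The called genes had a median GC content of 54.9%, against 50.9% for the tested genes. If reads came from the other strand, neither value is the GC content of the overlapping stretch, so a trend on that was not tested. VLX-1005 replicate 2 alone is argued against, because without it 29 genes were called and all 29 were higher. Ribosomal RNA carry-over could not be told apart from treatment, since its share was higher in all 3 VLX-1005 libraries. That share rested almost wholly on CT010467.1. With that share as a covariate the median log2 fold change of the called genes was 0.95 (quartiles 0.67 and 1.45). In that fit 0 genes were called in edgeR (260 at an unadjusted p below 0.05), so treatment and a difference in RNA preparation both stay open.

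At the study's thresholds edgeR gave 81 genes at an adjusted p below 0.05 and over 2-fold, and 290 genes at an unadjusted p below 0.05 and over 2-fold. These edgeR values are lower than those quoted from the study above. DESeq2 gave 148 and 284, or 131 and 433 without a low-count filter, and edgeR without that filter gave 184 and 932, the second of which is higher than the value quoted.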
